A study of Mus musculus with 16 samples. Its data were reported in "Nuclear ADP-ribosylation drives IFNγ-dependent STAT1α enhancer formation in macrophages" (2021).

How the data were processed

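STAT1 ChIP-seq was performed by the authors in BMDMs of C57BL/6 mice with an antibody against STAT1, and each of 4 groups had 2 ChIP replicates and 2 inputs, 16 samples in all. Replicates were stated to be biological. Per the study's methods, reads were aligned to the mouse genome mm10 with Bowtie, filtered with Samtools and Picard, relaxed peaks were called with MACS for each replicate against input, and final peaks were those that overlapped in both replicates. The submitters' processing notes name Bowtie and bedtools, without versions, and mm10. Of the 4 deposited files, 1 per ChIP group, the peak lists therefore combine replicates. Whether the file of aligned reads does is not given in the sources used here. No replicate could be compared or left out.

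Of these files 3 were peak lists in the 10-column narrowPeak layout. The deposited score of each peak rises with its −log10 p, and its scale is not given in the sources used here. The deposited fold of each peak is the enrichment over background that the authors' peak caller gave, and ran from 1.33 to 17.1. The deposited −log10 p and −log10 q are those of the peak caller, with the lowest −log10 p at 2.34, 2.26 and 2.47 in the untreated list, the IFNγ list and the list deposited under PJ34. Score, fold and −log10 p were used only to rank, filter or describe peaks within their own list. The design had assumed a peak list for IFNγ with PJ34 too. The file at hand under that group held 876320 aligned reads, each with a mapping quality score of 30 to 42 that the authors' aligner gave, between positions 3000081 and 37899270 of chromosome 1, and stopped inside a line. It was used as reads on that stretch, and no peaks were called from it. Mapping qualities up to 42 are not those of the aligner named in the study, and the setting is not given in the sources used here.

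Groups were taken from the deposit. The given names of both PJ34 files name the other PJ34 treatment, and the exchanged reading was carried as an alternative. Positions are in mm10, 1-based, on 21 chromosomes, with sequence and annotation of GRCm38 and GENCODE vM21. Peaks of a pair of lists were called shared at an overlap of at least 1 bp. Shares carry 95% exact binomial (Clopper-Pearson) intervals. The number shared was set against 1000 random placements of one list within its chromosomes outside assembly gaps, by a one-sided permutation test whose smallest p is 0.001. A peak's position was that of its midpoint: within 1 kb of a TSS (promoter), in an exon, in an intron or between genes. Distances run from the TSS to the midpoint, and negative distances lie upstream. Motifs were searched on both strands within 100 bp of the summit with no mismatch, and compared with windows 2 kb to each side. The flank share is the mean of both sides, and the exact McNemar test used the right-hand side. The 11 motifs were GAS (TTCNNNGAA), STAT3/5-type GAS (TTCCNGGAA), STAT6-type (TTCNNNNGAA), ISRE (GAAANNGAAA), PU.1, AP-1, C/EBP, NF-kB, the CTCF core and 2 controls with the GAS half-sites reversed or turned outward.

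The 16 gene groups were written down before the data were examined, as were the tests and most alternatives. They were interferon-inducible GTPases, antigen presentation, JAK-STAT and IRF regulators, chemokines and cytokines, antiviral interferon-stimulated genes, macrophage effector genes, PARP family and NAD metabolism, STAT3-linked anti-inflammatory genes, macrophage identity, housekeeping, and markers of T cells, B cells, neutrophils, fibroblasts, neurons and hepatocytes. Names not found in the annotation were left out, 1 each from the GTPases, the chemokines and the antiviral genes. A member counted when a peak midpoint lay within 50 kb of any of its TSSs, and was compared with all other protein-coding genes (21938 in all) by two-sided Fisher exact test with Benjamini-Hochberg adjustment over gene groups and lists. Genes of a cluster share peaks and are not independent, so that these p-values are too small where few distinct peaks serve several genes. Genes are named in the text by a rule fixed at the same time: of each gene group and class of peaks at most 4 members, nearest to their TSS first; the 5 peaks of highest score in each list with the nearest gene; and 16 genes whatever their values. Genes outside the rule were named after their values were seen.

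Fragments of the read file were counted within 100 bp of each summit and in windows 2 kb to each side, with an exact binomial interval of the ratio and a permutation test against 1000 random sets of positions in the stretch. Reads were counted in 2 ways, as read ends within 200 bp first and as fragments second. The fragment count was adopted after both had been seen, and it gave the higher ratios. Alternatives tried were other overlap rules, score and fold filters, lists shortened to equal length, autosomes only, other gene and promoter windows, other backgrounds of genes and sequences, and the exchanged PJ34 files. The code was tested on simulated data first. Of 200 overlaps planted in random lists of the size of the IFNγ list 203 were found, the excess being chance overlaps; of 300 planted GAS 300 were found; and a density of 3 times planted at 75 summits was read as 2.94 times. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with a fixed seed.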

Results

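STAT1, the transcription factor that IFNγ signaling activates, was mapped by ChIP-seq in primary mouse bone marrow-derived macrophages (BMDMs), which are macrophages grown from bone marrow cells. Cells were left untreated, treated with IFNγ at 100 ng/mL for 1 h, treated with PJ34 at 20 µM, or given PJ34 for 1 h before 1 h of IFNγ. PJ34 inhibits the catalytic activity of PARP enzymes such as PARP-1, which attach ADP-ribose to proteins. The 16 samples were 8 STAT1 ChIP samples and 8 inputs, with 2 replicates in each ChIP group. Each ChIP group had a single deposited file, and the peak lists were made from both replicates. No spread between replicates could therefore be measured, and every interval here covers counting error only. The untreated list held 1856 peaks, the IFNγ list 4426 and the list deposited under PJ34 4170, with median widths of 287, 344 and 289 bp. At a q of 0.05 or less were 81.6%, 91.7% and 91.0% of them. The reads behind each list are not given with the lists, so their depth is unknown. The given name of the list deposited under PJ34 names IFNγ with PJ34. The file deposited under IFNγ with PJ34, whose given name names PJ34 alone, held aligned reads in place of peaks. The copy at hand stopped inside a line and covered only a part of chromosome 1, so what the whole file holds is unknown here. Groups follow the deposit here, and an exchange of these files would change which treatment each of their numbers belongs to.

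The first comparison asked where STAT1 bound after IFNγ. Peaks of the IFNγ list lay at most of the interferon-inducible GTPases, the immunity proteins that attack the vacuoles of intracellular pathogens: 14 of 17 had a peak midpoint within 50 kb of a TSS (82.4%, 95% interval 56.6 to 96.2), against 12.5% of other protein-coding genes. Gbp3 and Irgm1 had theirs at −12 and −34 bp from the TSS. JAK-STAT and IRF regulators, which carry and restrain the interferon signal, followed with 13 of 20 genes, among them Irf7 at −40 bp, Irf1 at −42 bp and Socs1, a feedback inhibitor of JAK kinases, at −87 bp. The untreated list had a peak near at most 1 gene of any of the 16 gene groups. Its peaks and those of the IFNγ list met in 4 places, 0.0904% of the IFNγ list (0.0246 to 0.231), where 2.32 were found on average in 1000 random placements (one-sided permutation p = 0.202).

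The other groups near the IFNγ list were chemokines and cytokines, antiviral interferon-stimulated genes, macrophage effector genes, antigen presentation genes and STAT3-linked anti-inflammatory genes. Of the chemokines and cytokines, which recruit and instruct other leukocytes, 10 of 19 had a peak, with Ccl12 at −299 bp and Il18bp, a secreted trap for IL-18, at 493 bp. Antiviral genes stood at 11 of 27, with Trim21 at 3 bp and Oas2, a sensor of double-stranded RNA, at −74 bp. Macrophage effector genes stood at 10 of 20, with the Fc receptor genes Fcgr1 at −77 bp and Fcgr4 at −85 bp and Ncf1, a subunit of the NADPH oxidase, at −281 bp. Antigen presentation genes stood at 9 of 20 from 5 distinct peaks, since Tap1, Psmb9, Psmb8 and Tap2, which make and carry peptides for MHC class I, share a peak at chr17:34187528–34187870 in the Psmb9 UTR. STAT3-linked genes stood at 9 of 20, with Junb at −33 bp and Stat3 at −241 bp. Genes of the PARP family and NAD metabolism reached 6 of 20, with Parp12 at 115 bp, and did not pass (Fisher exact test, adjusted p = 0.0901), although with the 400 strongest peaks 5 of 20 did (Fisher exact adjusted p = 0.00206).

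These 7 groups passed two-sided Fisher exact tests with Benjamini-Hochberg adjustment over 48 tests, the adjusted p running from 2.69e-09 for the GTPases to 0.00130 for antigen presentation and STAT3-linked genes. Macrophage identity genes (3 of 20) and housekeeping genes (5 of 20) did not pass. Markers of other cells had few peaks, with 2 of 14 neuronal genes and none of the T cell, B cell, neutrophil, fibroblast or hepatocyte markers. Against a background of genes with a peak of any list within 50 kb, 1 of the 7 groups still passed, the GTPases, and with a window of 10 kb antigen presentation did not.

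**Figure D1:**
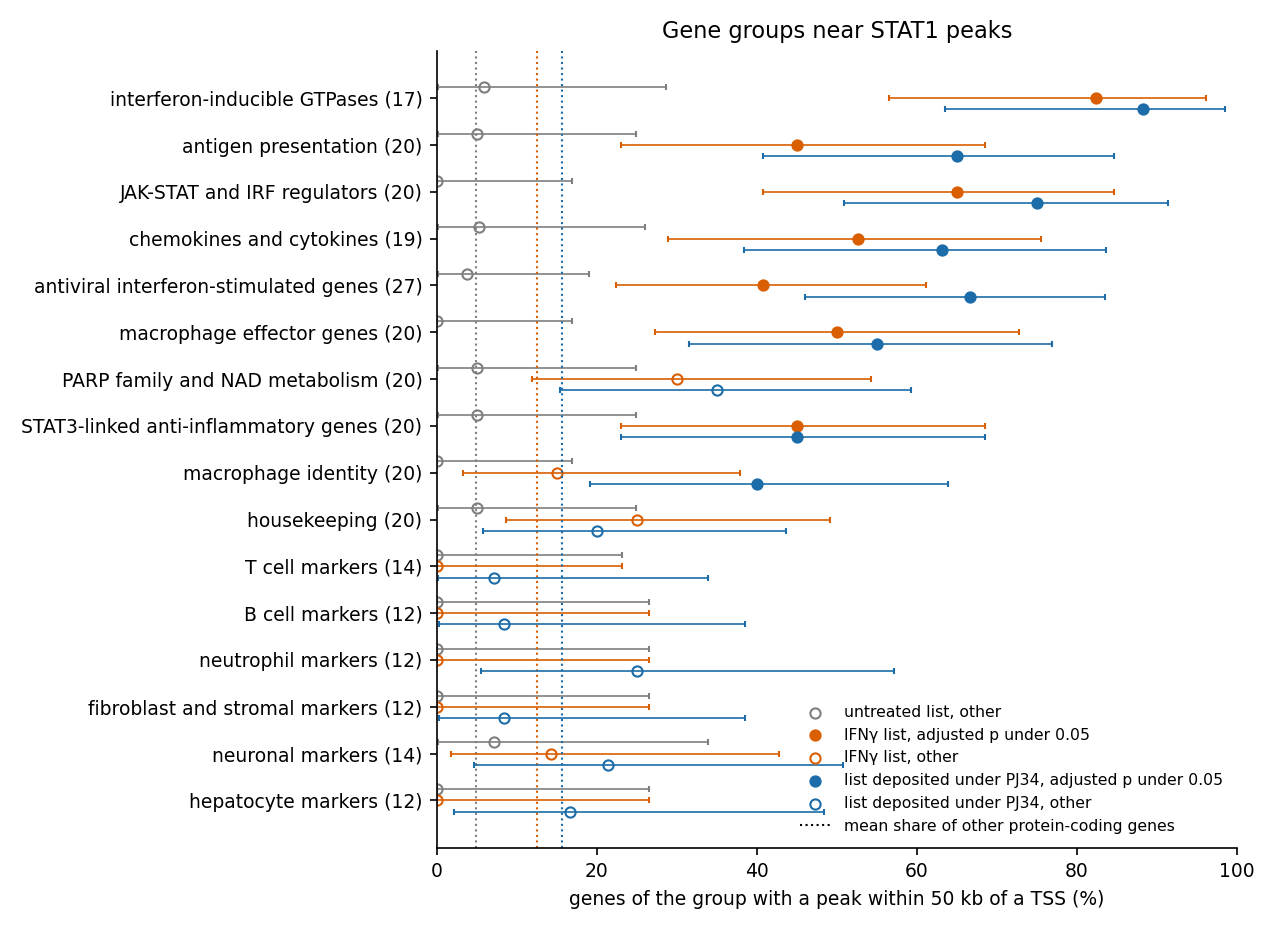
Share of each gene group (group size in brackets) with a peak midpoint within 50 kb of a TSS, per list, with 95% exact binomial intervals; filled points have an adjusted p under 0.05 and dotted lines mark other protein-coding genes. The untreated list has no filled point, the IFNγ list 7 and the list deposited under PJ34 8.

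The highest-scoring peak of the IFNγ list lay at −5544 bp from Stat1 itself, at chr1:52113704–52114087 (mm10), in an exon of the noncoding transcript Gm28177, with a deposited fold of 15.8. It held the GAS TTCCCAGAA at chr1:52113882–52113890. GAS, the gamma-activated site bound by a STAT1 dimer, lay within 100 bp of the summit in 14.9% of IFNγ peaks, against 7.54% of flanks 2 kb away (exact McNemar test, adjusted p = 2.20e-26). ISRE, the element of IRFs and of the STAT1-STAT2-IRF9 complex, stood at 6.91% against 3.65% (exact McNemar test, adjusted p = 8.89e-11). The STAT3/5-type GAS stood at 2.01% against 0.407% (exact McNemar test, adjusted p = 1.47e-11). The control motif with outward half-sites stood at 7.32% against 6.16% and did not pass (exact McNemar test, adjusted p = 0.0717), but it did over the whole peak and against random sequence. In the untreated list GAS stood at 8.24% against 8.46% in flanks, and 0 of 11 motifs passed (lowest unadjusted exact McNemar p = 0.395).

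Promoters, taken as 1 kb to each side of a TSS, held 6.10% of IFNγ peaks, the same as random placements (6.10%, permutation p = 0.513), and 3.99% of untreated peaks, below their random 6.15% (permutation p = 0.001, the smallest that 1000 placements give). Of the 400 strongest peaks, ranked within each list by −log10 p, 26.5% of the IFNγ list and 3.25% of the untreated list lay at promoters. Between genes lay 57.5% and 59.9% of all peaks. With 5 kb to each side of a TSS the IFNγ share was 19.2%, below random placements.

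The second comparison set the list deposited under PJ34 against the untreated list. The same kinds of interferon-response genes stood out: 15 of 17 GTPases, 15 of 20 JAK-STAT and IRF regulators, 18 of 27 antiviral genes and 13 of 20 antigen presentation genes had a peak within 50 kb, against 15.6% of other protein-coding genes. Nlrc5, the transactivator of MHC class I genes, had a peak at 1 bp from the TSS, Usp18, which removes ISG15 from proteins, at −43 bp, and Socs3, an inhibitor of cytokine receptor signaling, at −31 bp. Macrophage identity genes reached 8 of 20, with Cd14, the co-receptor for lipopolysaccharide, at −11 bp and Trem2, a lipid receptor, at −60 bp.

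With chemokines and cytokines (12 of 19), macrophage effector genes (11 of 20) and STAT3-linked genes (9 of 20), 8 groups passed Fisher exact tests, the adjusted p running from 2.69e-09 for the GTPases to 0.0249 for macrophage identity. PARP and NAD genes (7 of 20, with Parp3 at −11 bp and Parp11 at −162 bp) had a Fisher exact adjusted p of 0.0824 and passed with a window of 10 kb, at promoters and in the top-scoring part of the list. Housekeeping genes (4 of 20), neutrophil (3 of 12), neuronal (3 of 14), hepatocyte (2 of 12), T cell (1 of 14), B cell (1 of 12) and fibroblast markers (1 of 12) did not pass. Against genes with a peak of any list, 1 of the 8 groups passed, the antiviral genes, and with windows of 10 kb and of 100 kb macrophage identity did not pass.

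The highest fold of this list, 17.1, lay in an intron of Pkib, an inhibitor of protein kinase A, at chr10:57731651–57732016. Dusp4, a phosphatase of MAP kinases, had a peak of fold 15.5 at −42222 bp. The highest score fell in Gm10800 on chromosome 2, where the fold was only 1.38, and the untreated list had its own highest scores at Gm10801 and Gm10800, with folds of 2.30 and 1.33. GAS lay in 17.6% of peaks against 7.79% of flanks, STAT3/5-type GAS in 3.67% against 0.480% and ISRE in 7.19% against 3.45%. PU.1, STAT6-type, NF-kB and CTCF motifs passed as well, which makes 7 of 11 by exact McNemar test, and neither control motif did. Promoters held 8.56% of peaks against 6.15% at random (permutation p = 0.001, the smallest possible).

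Peaks shared with the untreated list numbered 7, or 0.168% (0.0675 to 0.346), against 1.94 at random (one-sided permutation p = 0.003). Of these, the ones near Rpusd4, Ly6c2 and Aida had high scores and folds of 1.56, 2.05 and 1.80, and they were named after their values were seen. With the longer list shortened to the length of the untreated list 3 were shared (permutation p = 0.0549), and with folds of 3 or more 2 were shared (permutation p = 0.455).

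The third comparison set the list deposited under PJ34 against the IFNγ list. By the deposited groups these differ in both IFNγ and PJ34. Both lists had peaks at the core interferon genes: 12 of 17 GTPases, 11 of 20 JAK-STAT and IRF regulators, 10 of 19 chemokines and cytokines and 11 of 27 antiviral genes lay near a peak of both. Examples are Gbp3, Igtp and Ifi47 among the GTPases, Batf2 and Irf9, the DNA-binding part of the ISGF3 complex, among the regulators, and Zbp1, a sensor of Z-form nucleic acids, among the antiviral genes. In all 398 peaks overlapped, which is 9.54% of the list deposited under PJ34 (8.67 to 10.5) and 8.99% of the IFNγ list (8.17 to 9.87). Random placements gave 5.39 on average, so the overlap was 73.9 times that of chance (one-sided permutation p = 0.001, the smallest possible). The remaining 3772 and 4028 peaks were in 1 list alone.

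Peaks of both lists were more often at promoters (27.6%) than peaks of the IFNγ list alone (3.97%, Fisher exact adjusted p = 5.81e-48) or of the list deposited under PJ34 alone (6.50%, Fisher exact adjusted p = 2.16e-32). GAS lay in 51.8% of them (46.7 to 56.8) against 6.91% of flanks, and ISRE in 21.1% against 3.27%. Their genes passed in 7 groups, which also held macrophage effector genes (9 of 20), STAT3-linked genes (8 of 20) and antigen presentation genes (7 of 20 from 3 distinct peaks). With a window of 10 kb antigen presentation did not pass here either. The PARP and NAD group had 3 of 20, with Parp6 at 3352 bp and Parp10 at −42214 bp (Fisher exact adjusted p = 0.111).

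Peaks of the list deposited under PJ34 alone also lay near interferon genes, some of which had a peak of both lists as well. Antiviral genes led with 11 of 27 (40.7%, 22.4 to 61.2) against 12.8% of other genes (Fisher exact adjusted p = 0.00164), with Usp18 at −43 bp, Oas1a at −61 bp, Oas3 at −92 bp and the ubiquitin-like Isg15 at −110 bp; 4 of the 11 also lay near a peak of both lists. Antigen presentation genes had 7 of 20, with Nlrc5, B2m, the light chain of MHC class I, at −128 bp and Cd40 at −432 bp. JAK-STAT and IRF regulators also had 7 of 20, with Socs3, Cish at 47 bp and Irf8, a factor of macrophage development, at −166 bp. Both groups had a Fisher exact adjusted p of 0.0460. Against genes with a peak of any list 0 of these 3 groups passed, and with a window of 100 kb 1 did.

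Socs3 had a pair of places in both lists, at −9579 and −20048 bp in the IFNγ list and at −9572 and −20026 bp under PJ34, the farther ones at ranks 13 and 9 of their lists. The list deposited under PJ34 had further peaks at −31 and 9053 bp. The former, at chr11:117969044–117969390, in an intron of the gene, held the STAT3/5-type GAS TTCCTGGAA at chr11:117969239–117969247. The Irf8 peak at chr8:120736008–120736376 held the GAS TTCTCGGAA. Ccl2, a monocyte chemokine, had a peak at −95 bp in the list deposited under PJ34 and not in the IFNγ list. It had another downstream in both lists, at 3728 bp in the IFNγ list and 3719 bp under PJ34.

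Peaks of the IFNγ list alone passed in 0 of 16 groups by Fisher exact test, where 1 group, JAK-STAT and IRF regulators, had an unadjusted p under 0.05 (5 of 20, Fisher exact p = 0.0332). Single genes were Iigp1, a GTPase, at −131 bp, Irf7 at −40 bp, Parp12 at 115 bp, and Parp9 with its partner Dtx3l, whose shared promoter at chr16:35938877–35939154 held an ISRE. The peaks at Parp12 and at Parp9 also held the STAT6-type motif. Zfp36, which destabilizes cytokine mRNAs, had a peak at −934 bp with the STAT3/5-type GAS TTCCTGGAA. Among the 109 of these peaks that rank in the first 400 of the IFNγ list, 2 groups passed, the GTPases and the JAK-STAT and IRF regulators.

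Irf1, the interferon-induced transcription factor, had 2 places in both lists. Its upstream peak, at −6997 bp in the IFNγ list and −7002 bp under PJ34, lay at chr11:53762839–53763195 in the former, held the GAS TTCCGGGAA at chr11:53762992–53763000 and had rank 115 of the IFNγ list and rank 5 of the list deposited under PJ34. The promoter peak held TTCCCCGAA at chr11:53769924–53769932. Beside the upstream peak each list had a further peak that overlapped none of the other, at chr11:53763798–53764158 in the IFNγ list and chr11:53763514–53763765 under PJ34. Their midpoints lie within 500 bp of each other, so the midpoint rule would count them as shared. Ranks within lists of different length show no change in binding.

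**Figure D2:**
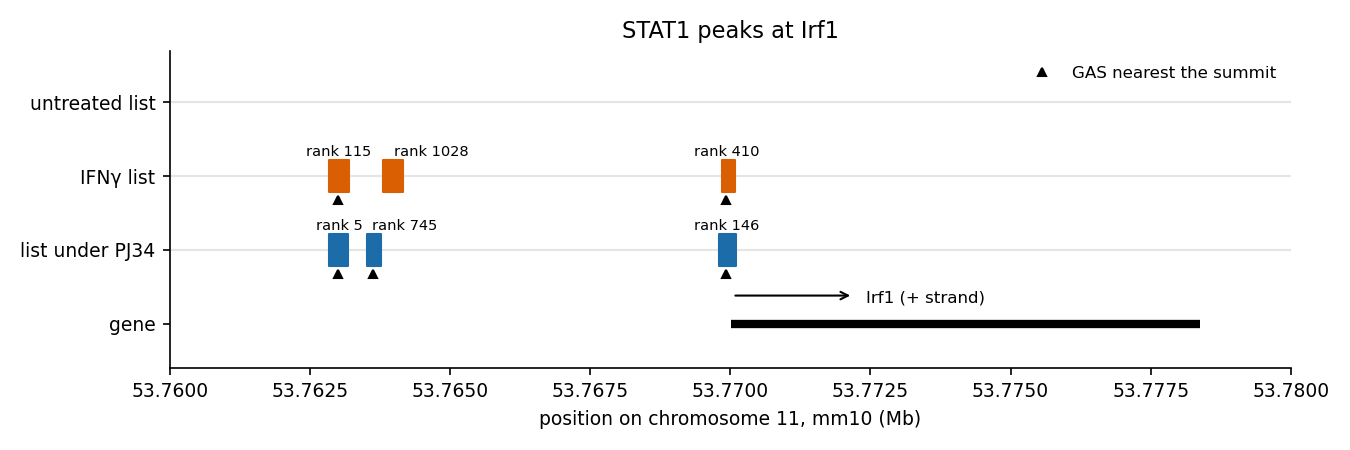
Map of chromosome 11 (Mb, mm10) at Irf1 with the peaks of each list as boxes, their rank in their own list, and triangles at the GAS nearest the summit. The upstream GAS at 53762992 and the promoter GAS at 53769924 lie under peaks of both treated lists, and the untreated list has none.

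Of the 16 genes named whatever their values, 13 had a peak within 50 kb in the IFNγ list, 13 in the list deposited under PJ34 and 0 in the untreated list. Cxcl9 and Cxcl10, chemokines for T cells, had peaks at −4396 and −4783 bp in the IFNγ list, both in introns of Art3, and at −4414 and −4758 bp under PJ34. The Cxcl9 peak had rank 152 of the IFNγ list and rank 281 under PJ34. The Cxcl10 peak had rank 139 (fold 5.79) and, under PJ34, rank 2712 (fold 2.64). Gbp2 had peaks at −472 and −489 bp, and Ciita, the transactivator of MHC class II genes, at −27340 and −27371 bp. Their ranks in the IFNγ list and under PJ34 were 153 and 840 for Gbp2 (folds 5.83 and 3.28). For Ciita they were 148 and 62 (folds 5.86 and 8.65). Ccl7 had peaks at −6374 and −6383 bp, the same as the downstream ones of Ccl2, and Ccl12 had the GAS TTCTGAGAA at chr11:82101426–82101434 under peaks of both lists. Ccl4 had a peak of both lists, at 41408 bp in the IFNγ list and 41226 bp under PJ34. Further ones at −3574 and −30806 bp were in the list deposited under PJ34 and not in the IFNγ list. Parp14 had a peak of both lists, at −47743 and −47741 bp, and a further one at 2094 bp in the list deposited under PJ34 only. Nos2, Il10 and Parp1 had none within 50 kb in any list.

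Sharing rose steeply with rank. Of the 50 strongest peaks of the IFNγ list, 96.0% (86.3 to 99.5) were in the list deposited under PJ34, falling to 17.5% between ranks 400 and 800 and to 0.743% past rank 1600. In the other direction 86.0%, 22.5% and 0.739% were shared. Some unshared peaks of the highest ranks had low folds. They were ranks 1 and 2 under PJ34, at Gm10800 and near Rpusd4 (folds 1.38 and 1.56), and rank 2 of the IFNγ list, near Gm11168 (fold 2.66). GAS did not follow the same course: over the first 400 ranks, where sharing fell, it stayed between 52.0% and 59.0% in the IFNγ list and between 50.0% and 58.0% under PJ34, and past them it fell to 9.09% and 9.38% at the last ranks. In the untreated list ranks 1 to 50 held 2.00% (0.0506 to 10.6), below their flanks of 11%. Its ranks 51 to 100 held 10.0% and its last ranks 9.38%.

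**Figure D3:**
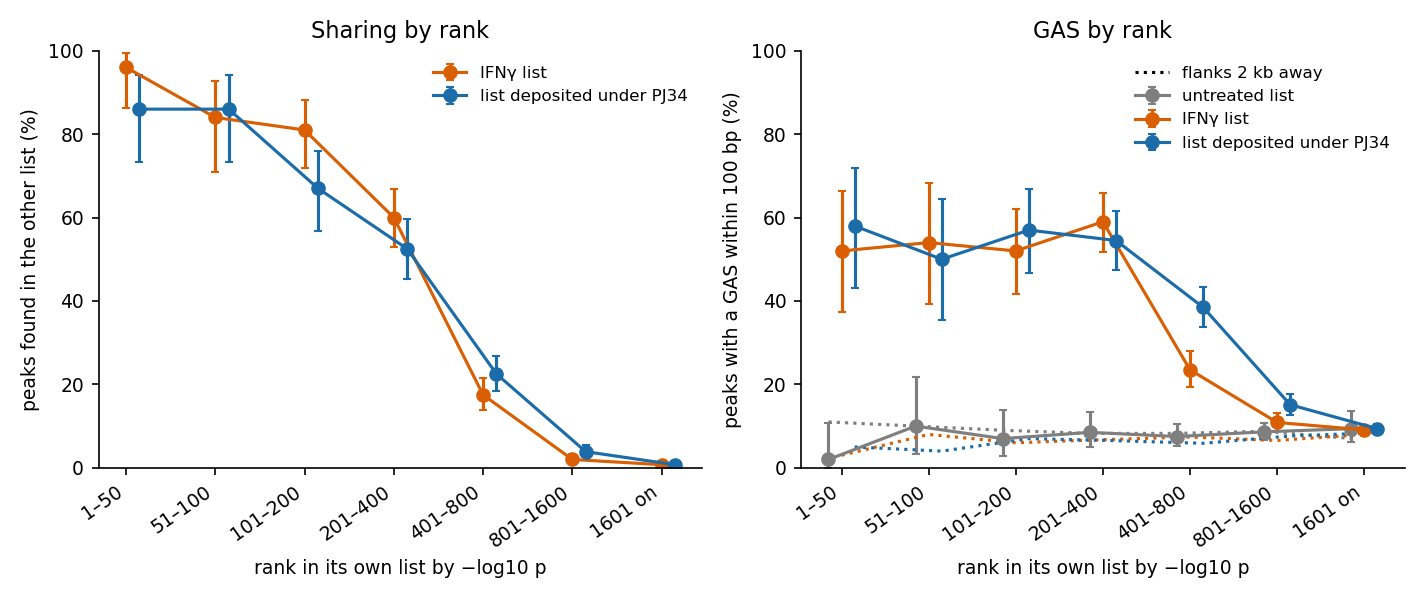
Share of peaks found in the other treated list (left) and share with a GAS within 100 bp of the summit (right), by rank within each list, with 95% exact binomial intervals and dotted lines for flanks. Sharing runs from 96.0% at the strongest IFNγ peaks to 0.743% at the weakest. GAS in the untreated list stands at 2.00% (0.0506 to 10.6) at its 50 strongest peaks, 10.0% at ranks 51 to 100 and 9.38% at its weakest.

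Between the peaks in 1 list alone, GAS was more frequent under PJ34 (14.1%) than in the IFNγ list (11.3%, Fisher exact adjusted p = 4.74e-04), and so were STAT3/5-type GAS (2.76% against 1.02%, Fisher exact adjusted p = 4.50e-08), PU.1 and NF-kB motifs. Both classes held GAS above their flanks (7.91% and 7.60%). Among strong peaks alone, ranks 1 to 800, GAS stood at 40.9% of 452 peaks under PJ34 and 27.3% of 439 peaks in the IFNγ list. The STAT6-type motif, STAT half-sites with 4 bases between in place of 3, stood at 16.6% (13.3 to 20.3) against 8.20% (5.81 to 11.2), a difference of 8.39 points (4.08 to 12.7; Fisher exact p = 1.59e-04, and 7.15e-04 adjusted over 9 spacers). Peaks with this motif lay near Dusp4 at rank 3 (TTCTTGAGAA at chr8:34765006–34765015, between genes) and near Oas1g at rank 127 (TTCCCGAGAA, between genes, −35 bp). In peaks of both lists the motif stood at 6.03%, with 5.03% in flanks. The rank limit of 800 and this motif were picked after shares by rank and motif had been seen, the motif from 11 and from several classes of peaks, and Oas1g was named by hand from the peaks holding it.

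**Figure D4:**
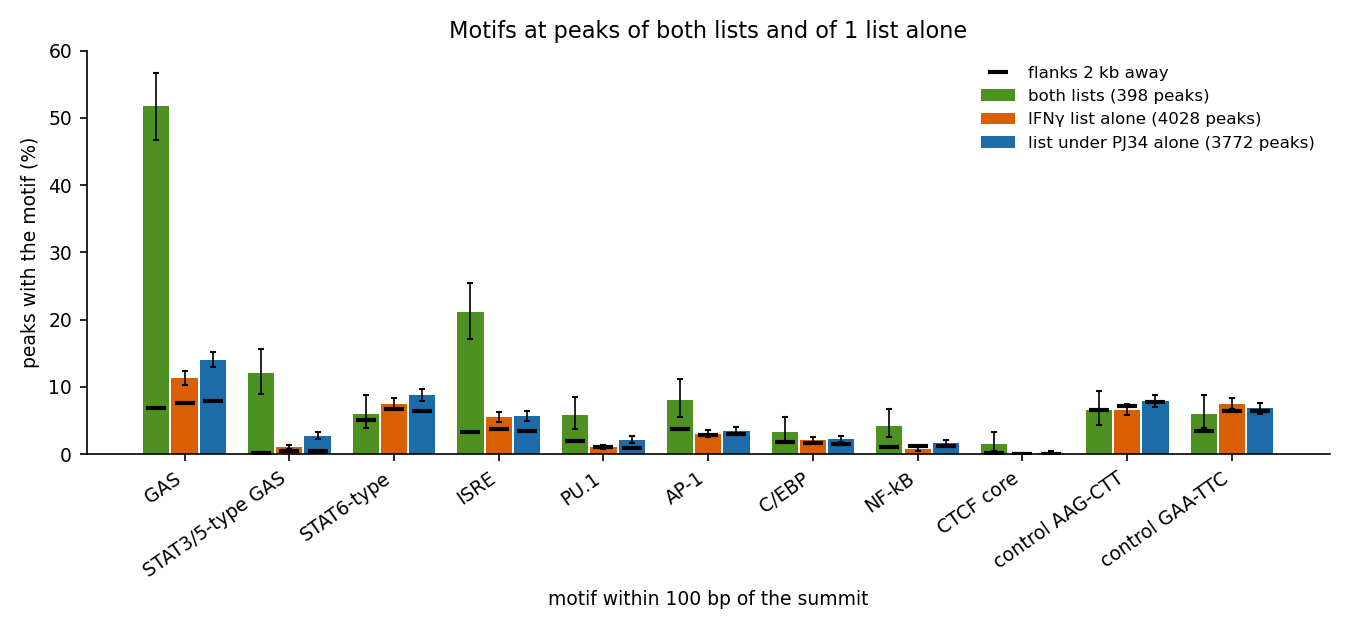
Share of peaks with each motif within 100 bp of the summit, for peaks of both treated lists and of 1 list alone, with 95% exact binomial intervals and short lines for flanks 2 kb away. GAS stands at 51.8%, 11.3% and 14.1%, and neither control motif passes in any of these classes.

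**Figure D5:**
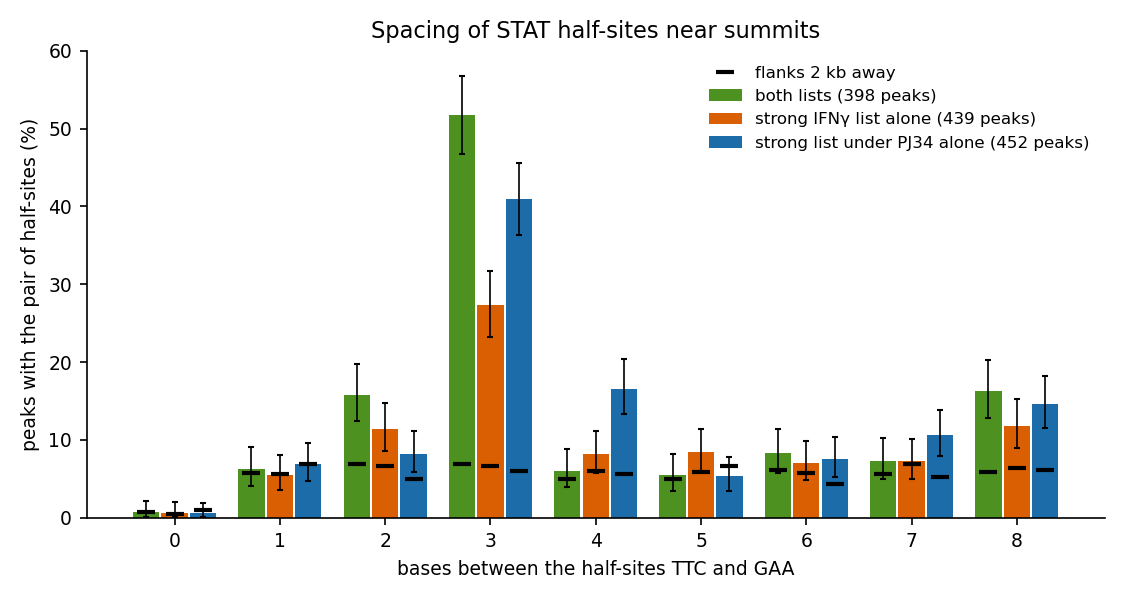
Share of peaks with STAT half-sites TTC and GAA at spacers of 0 to 8 bases, for peaks of both lists and strong peaks of 1 list alone, with 95% exact binomial intervals and short lines for flanks. At 4 bases the list deposited under PJ34 alone reaches 16.6% and the IFNγ list alone 8.20%.

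The comparison of IFNγ with PJ34 against IFNγ could be made only from the copy at hand of the aligned reads deposited under IFNγ with PJ34. That copy stopped inside a line and covered 34.9 Mb of chromosome 1, or 17.9% of it, with 438162 fragments. Fragments were slightly denser at the 75 IFNγ peaks in this stretch than in their flanks, with 481 at summits and 854 in both flanks together (95% interval of the ratio 1.01 to 1.26). Against random positions the permutation p was 0.001, the smallest possible. The excess over flanks was marginal: the ratio was 1.08 (0.920 to 1.28) in the top-scoring part of the list. With 500 bp to each side of the summit it was 1.06 (0.993 to 1.14), and both intervals include 1. The 3 peaks among the 400 strongest, near Pcmtd1, Vcpip1 and Arid5a and named after their values were seen, had 31 fragments, 1.72 times their flanks (1.03 to 2.86; permutation p = 0.003). Arid5a, which stabilizes cytokine mRNAs, and Mitd1, also named after the values were seen, held the 2 peaks of both lists, where the ratio was 1.5 (0.715 to 3.08; permutation p = 0.162). At this depth a small difference from flanks could not be detected there, and ratios above 3.08 lie outside the interval. Counted as read ends within 200 bp, which was the first count made, the ratio at the 3 strongest peaks was 1.37 (0.930 to 2.01; permutation p = 0.031) and at the 2 peaks of both lists 1.12; the fragment count was adopted after both had been seen.

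The same reads stood for the comparisons of IFNγ with PJ34 against PJ34 and against untreated. At the 61 peaks of the list deposited under PJ34 the fragment ratio was 1.14 (1.01 to 1.30; permutation p = 0.001, the smallest possible). At the 24 peaks of the untreated list it was 0.816 (0.656 to 1.01; permutation p = 0.554), and at 688 TSSs of protein-coding genes 0.890 (0.854 to 0.927). All permutation p-values for these reads compare with random positions, while the ratios and their intervals are to flanks. Against random positions the ratios were 1.27 at peaks deposited under PJ34, 0.986 at untreated peaks and 0.946 at TSSs.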

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

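The split of peaks into strong and weak ranks, the test of the top-scoring part, the tests of control motifs and of ranks 1 to 400, and the test of peaks without the motif near IL-4 genes were chosen after the results had been seen. The values here compare peaks of the list deposited under PJ34 alone with peaks of the IFNγ list alone, as differences in percentage points that passed Fisher exact tests after adjustment. For all such peaks they were 2.78 for GAS, 1.74 for STAT3/5-type GAS, 1.08 for PU.1 and 0.924 for NF-kB. For strong peaks they were 13.6 for GAS, 7.15 for STAT3/5-type GAS, 8.39 for the STAT6-type motif and 3.49 for NF-kB. For weak peaks they were 0.944 for STAT3/5-type GAS, 0.900 for PU.1 and 0.562 for NF-kB. By position they were 2.52 for promoters, 3.01 for introns and −5.68 for places between genes.

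Most peaks of both treated lists were in 1 list alone. Background calls without STAT1 at the site are argued against as the whole cause in the top-scoring part of each list, a limit set beforehand for a test chosen afterwards, where GAS exceeded flanks by 7.10 points or more (lower bound 5.53), and at ranks 1 to 800, a limit picked after the shares by rank were seen, where it did by 20.6. These 2 parts overlap, so their results are not independent. For the weaker ranks, where the excess was 2.24 points at most, and over all peaks alone, where it was 3.7 in the IFNγ list and 6.16 in the other, on both sides of the bound of 5 set beforehand, such calls stay open. They also stay open in the lower-scoring part. There the excess was 0.865 points in the IFNγ list (exact McNemar p = 0.359) and 0.217 under PJ34 (exact McNemar p = 0.397). GC bias is a candidate explanation, since peaks alone had a GC content different from their flanks by −2.16 points in the list deposited under PJ34 and −4.80 in the IFNγ list, although strong peaks alone under PJ34 lay 1.01 points above theirs. By the deposited groups the lists differ in both IFNγ and PJ34, so their contrast can bear on a move with PJ34 only if the files are exchanged. A move of STAT1 to other sites with PJ34 was taken beforehand to make GAS or STAT3/5-type GAS more frequent in peaks of the list deposited under PJ34 alone. GAS was so over all of them, by 2.78 points, and at ranks 1 to 800, by 13.6. It was not detectably so at ranks 1 to 400 (−1.10 points, −13.3 to 11.2, Fisher exact p = 0.899) or at weak ranks (1.09 points, Fisher exact adjusted p = 0.297). STAT3/5-type GAS was higher by 1.74 points over all, 7.15 at ranks 1 to 800 and 0.944 at weak ranks. A move to sites that hold GAS as often would leave its share level, so level shares do not argue against a move. A list that detected more of the same sites could also show higher shares. A GAS excess does not show that a site was above the threshold of the other list, so that the move and a difference in detection both stay open.

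The list deposited under PJ34 lay at interferon-response genes. If the files of both PJ34 groups were exchanged, the reads under IFNγ with PJ34 would come from PJ34 alone and would not be denser at the strongest IFNγ peaks; they were, by 1.72 times (1.03 to 2.86), but on 3 peaks and 31 fragments, and as read ends, the count made first, by 1.37 times with an interval that includes 1 (0.930 to 2.01). If PJ34 alone brought STAT1 to these sites, the same reads, from cells given IFNγ too, should be more than 2 times denser at peaks of both lists; the ratio was 1.5 (0.715 to 3.08) on 2 peaks, and 1.12 (0.643 to 1.91) as read ends. The interval spans both readings, so that exchanged files and an effect of PJ34 alone cannot be told apart from these 2 and 3 peaks. Of the 2 peaks of both lists, the one near Arid5a had deposited folds of 13.3 in the IFNγ list and 11.2 under PJ34. The reads held 9 fragments there against 4.5 in flanks, and 6 against 5.5 at the one near Mitd1. The deposited folds of these peaks in the IFNγ list, 13.3 and 3.75, lie above the interval of the ratio at both peaks together. A fold over the peak caller's background and a ratio to flanks are unlike measures, so this does not tell the readings apart. The paper reports little effect of PJ34 on basal gene expression, which concerns mRNA and not STAT1 binding. The given names of both files name the exchange, and the list itself is like the IFNγ list in its overlap, 73.9 times that of chance, and its GAS, which an exchange and an effect of PJ34 alone would both give.

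The STAT6-type motif stood at strong peaks of the list deposited under PJ34 alone. Sequence composition is not excluded. The control motif of the same half-sites that differed more did so by 2.46 points, less than the lower bound of 4.08 for the motif. Its interval (−1.16 to 6.09) reaches past that bound, and the controls have 3 bases between half-sites in place of 4. GC content was 44.5% in strong peaks of the list deposited under PJ34 alone and 37.5% in those of the IFNγ list alone. Matches that only accompany a GAS are argued against. Of the 267 strong peaks of the list deposited under PJ34 alone that had no GAS, 16.9% held the motif (12.6 to 21.9), against 5.24% of their flanks (exact McNemar p = 1.54e-04). More background calls in the IFNγ list are argued against as well. In ranks 1 to 400 alone GAS stood at 52.1% and 53.2% (Fisher exact p = 0.899), while the motif differed by 23.6 points (28.2% against 4.59%, Fisher exact p = 6.47e-07). A biological candidate, sites of genes that answer to IL-4 through STAT6, had 3 of 28 genes (Cdh1, Mrc1 and Socs1, named after the values were seen; 10.7%, 2.27 to 28.2) near such peaks against 0.621% of other genes (Fisher exact p = 7.26e-04). It is not specific to the motif: 5 of the 28 lay near strong peaks of that list without it (17.9%, others 3.35%; Fisher exact p = 0.00220), 6 of the 28 are also in other gene groups, and exchanged files or another antibody target stay open and untested.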

How the results depend on the processing

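Fold and q filters, the 400 strongest peaks, read ends, settings of the STAT6-type motif, and classes by the full lists were alternatives chosen after the results had been seen. Of 132 alternatives over 26 results, 7 had no way to move the value (a list renamed by the exchange, or autosomes for reads on chromosome 1), and of the other 125, 99 kept direction and side of the threshold or stayed within the bounds, among them every overlap rule for PJ34 against IFNγ. The 99 include the exchanged files for PJ34 against IFNγ, where a share of 9.54% was replaced by a fragment ratio (interval 1.01 to 1.26). They also include the reverse exchange, for IFNγ with PJ34 against IFNγ. A share and a ratio are unlike measures, compared by direction and threshold only, so neither exchange shows that the value held. Changes in the overlap with the untreated list were 0% with the 400 strongest peaks for IFNγ, and for the list deposited under PJ34 0.162% with the longer list shortened and 0.0608% with folds of 3 or more, where fewer peaks were tested; the exchanged reads gave a ratio of 0.816. At 5 kb from a TSS the share was 19.2% for IFNγ, below random, and 24.3% under PJ34, no longer above; for IFNγ the top-scoring part of the list gave 8.68% and the 400 strongest 26.5%, both above. With genes near any peak as background, groups passing were 1 for IFNγ, 1 under PJ34 and 0 for peaks of the list under PJ34 alone, a background with fewer genes tested. For the IFNγ list alone they were 1 at promoters, 1 in the top-scoring part and 5 when both lists were shortened to 400, a setting that takes 179 peaks as alone where 109 are alone by the full lists; with classes by the full lists they were 1 in the top-scoring part and 2 in the first 400. For the list under PJ34 alone they were 6 at 10 kb, 1 at 100 kb, 6 at promoters and 6 in the top-scoring part, also with classes by the full lists. For gene groups these comparisons are of counts, and members changed where counts held: macrophage identity passed under PJ34 neither at 10 nor at 100 kb, and PARP and NAD genes passed at 10 kb, at promoters and in the top-scoring part there, and in the 400 strongest IFNγ peaks. GAS in the untreated list was 4.04% within 50 bp, above flanks of 3.88%, and 8.24% against random sequence of 7.57%, neither passing. Motifs above background in the IFNγ list were 5 over the whole peak, 6 against random sequence and 5 in the 400 strongest; the control motif with outward half-sites was among those that passed over the whole peak and against random sequence. Where construction does not show it, the cause was not tested.

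No paired analysis was possible because each ChIP group had 1 file, with the peak lists made from both replicates, and for the same reason no replicate was left out. Overlap rules of reciprocal 50% or of midpoints within 500 bp gave no value for IFNγ with PJ34 against IFNγ, which had reads and no peaks. The copy of the reads at hand, which stopped inside a line, limits that comparison to 438162 fragments over 34.9 Mb.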

Other observations

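The strong ranks and the comparison with GAS matches on chromosome X were chosen after the results had been seen. Strong peaks of the list deposited under PJ34 alone, ranks 1 to 800, lay near genes of 6 groups. Antiviral genes had 10 of 27 against 3.86% of other genes (Fisher exact adjusted p = 1.15e-06), and JAK-STAT and IRF regulators 7 of 20 (Fisher exact adjusted p = 1.07e-04). Macrophage identity genes had 6 of 20 (Fisher exact adjusted p = 8.96e-04), among them Cd14, Trem2, Mertk, a receptor for the uptake of dead cells, and Tlr4, the lipopolysaccharide receptor. Antigen presentation genes had 5 of 20, chemokines and cytokines 4 of 19 and macrophage effector genes 4 of 20. Strong peaks of the IFNγ list alone passed in 1 group, the JAK-STAT and IRF regulators, with 4 of 20 (Fisher exact adjusted p = 0.00544), among them Irf7 and Jak1. The difference between the lists in these groups was not tested.

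Chromosome X held 2 of the 1856 untreated peaks, 8 of the 4426 IFNγ peaks and 9 of the 4170 peaks deposited under PJ34. A hypothesis was that weak calls follow the depth of each chromosome, so that the strongest peaks would hold about the share of GAS matches that lie on chromosome X, 7.03%. Among the 200 strongest IFNγ peaks 0.5% (0.0127 to 2.75) lay there, and among the weaker part of the list 0.0904% (Fisher exact p = 0.229). The strongest peaks were thus also scarce on chromosome X, which holds 4.32% of protein-coding genes, and weak calls alone do not account for it.

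Pairs of STAT half-sites were also more frequent than in flanks at other spacers. In peaks of both lists they stood at 15.8% with 2 bases between (flanks 6.91%) and at 16.3% with 8 (flanks 5.90%), differences that were not tested.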
